# Intrauterine growth restriction in piglets modulates postnatal immune function and hepatic transcriptional responses independently of energy intake

**DOI:** 10.3389/fphys.2023.1254958

**Published:** 2023-10-16

**Authors:** C. Amdi, C. Larsen, K. M. R. Jensen, E. Ø. Tange, H. Sato, A. R. Williams

**Keywords:** energy supplement, fetal development, liver metabolism, LPS challenge, intrauterine growth restriction, physiology

## Abstract

**Introduction:** Insufficient prenatal nutrition can affect fetal development and lead to intrauterine growth restriction (IUGR). The aim of this study was to investigate hepatic transcriptional responses and innate immune function in piglets suffering from IUGR compared to normal-sized piglets at 3 days of age and explore whether the provision of an energy-rich supplement at birth could modulate these parameters.

**Methods:** A total of 68 piglets were included in the study. Peripheral blood mononuclear cells were harvested for LPS stimulation, and organs were harvested post-mortem to quantify relative weights. Liver tissue was utilized for RNA sequencing coupled with gene-set enrichment analysis.

**Results:** IUGR resulted in increased expression of genes such as *PDK4* and substantial alterations in transcriptional pathways related to metabolic activity (e.g., citric acid and Krebs cycles), but these changes were equivalent in piglets given an energy-rich supplement or not. Transcriptomic analysis and serum biochemistry suggested altered glucose metabolism and a shift toward oxidation of fatty acids. IUGR piglets also exhibited suppression of genes related to innate immune function (e.g., *CXCL12*) and pathways related to cell proliferation (e.g., WNT and PDGF signaling). Moreover, they produced less IL-1β in response to LPS stimulation and had lower levels of blood eosinophils than normal-sized piglets.

**Discussion:** Taken together, our results indicate that IUGR results in early-life alterations in metabolism and immunity that may not be easily restored by the provision of exogenous energy supplementation.

## Introduction

Intrauterine growth restriction (IUGR) is defined as inadequate fetal growth *in utero*, which may predispose newborns to a variety of developmental diseases (Barker, 1998). IUGR occurs when a compromised supply of nutrients and oxygen is delivered to the fetus (Bauer et al., 2003), and this can be due to reasons such as maternal malnutrition (Salam et al., 2013), gestational hypoxia (Regnault et al., 2007), or placental inefficiency (Benton et al., 2016). This is also an increasingly pertinent issue in pig production. In countries with highly developed pig production systems, such as Denmark, a long-term trend for selective breeding for large litters has resulted in an increased number of piglets born underweight and smaller than their normal-sized littermates (Engelsmann et al., 2019; Riddersholm et al., 2021). Some, if not all, of these small piglets have suffered from IUGR during gestation due to undernutrition (Foxcroft et al., 2006; Riddersholm et al., 2021). IUGR pigs experience asymmetrical organ growth at the fetal stage, where nutrients are prioritized for organs such as the brain, heart, and liver, making them relatively larger than those in normal-sized piglets (Lynegaard et al., 2019). In addition to the difference in size, IUGR may result in altered metabolic capacity due to the altered activity of enzymes involved in nutrient metabolism (Liu et al., 2013). This abnormal metabolism especially affects the glycolysis pathway, inducing a shift to the utilization of fatty acids as an energy source (Ferenc et al., 2018).

The requirement for a newborn piglet is 200 g of colostrum as a minimum (Quesnel, Farmer, and Devillers, 2012), but IUGR piglets only ingest half of the amount, ∼100 g of colostrum (Amdi et al., 2013). The reduced intake of colostrum, in combination with an abnormal metabolism, a decreased intake of antibodies from the sow, and reduced nutrition available for the development of immune function, leaves the piglet more vulnerable to infection and sepsis (Wu et al., 2006). Previous studies on babies have demonstrated how IUGR decreases the number of leukocytes and lowers concentrations of both pro-inflammatory and anti-inflammatory cytokines when challenged with lipopolysaccharide (LPS) (Wirbelauer et al., 2010; Tröger et al., 2013), potentially compromising immunity.

Supplements with a certain nutrient composition, for example, increased glutamine content, can enhance the immune function of IUGR piglets (Zhong et al., 2012), suggesting that increased energy intake can potentially restore impaired immune function. However, most studies on the effect of IUGR on immune function and energy metabolism have focused on later postnatal time points (7–24 post gestation) (Wu et al., 2006; Zhong et al., 2012; Hu et al., 2015; Bæk et al., 2019; Amdi et al., 2020), and the effect of early-life intervention with energy-rich supplements in IUGR pigs (<3 days post gestation) is not clear.

The aim of this study was to determine potential differences in the metabolism and innate immune function between IUGR and normal-sized piglets at an early stage of life (<3 days post gestation). We hypothesized that there would be impaired immune function in IUGR piglets and that an energy supplement would have an immunostimulatory effect, resulting in a stronger immune response compared to piglets with no supplement. Moreover, we proposed that liver metabolism would differ between IUGR and normal-sized piglets, but this could also potentially be altered by providing an energy-rich supplement at birth.

## Materials and methods

The experiment was approved by the Danish Animal Experiments Inspectorate and the Danish Medical Agency (J.nr. 2018-15-0201-01515).

### Study design

In total, 68 piglets were selected from Danish Landrace × Danish Yorkshire sows (parity 1–7) that were artificially inseminated with semen from DanBred Duroc boars in a Danish commercial piggery in a 2 × 2 factorial design (IUGR/normal-sized, treatment/non-treatment). The range of piglets selected was 4–12 piglets per sow, where half of the piglets presented with IUGR and half of the piglets were normal-sized. The piglets were selected on day 0 (day of birth) and ear-tagged for identification, and only piglets with wet umbilical cords were selected. In order to reduce the sow effect, at least two IUGR (one treated and one control) and two normal-sized piglets (one treated and one control) came from the same sow. Before being removed to a nurse sow, the piglets stayed with their biological mother for colostrum consumption. Piglets were categorized as IUGR piglets by visually grading them by the modified characteristics, according to Hales et al. (2013) and Chevaux et al. (2010). IUGR piglets were defined by the following criteria: 1) a steep dolphin-like forehead and if they had one or more of the following characteristics: 2) bulging eyes, 3) wrinkles around the mouth, and 4) hair growth with no direction. Piglets without any of these characteristics or the aforementioned head shape were categorized as normal-sized piglets. The selection of a nurse sow suitable for small piglets was carried out with help from the farm staff and information on the biological sows (sow number, litter size, parity, live-born, and stillborn were noted). The temperature of the piglets was recorded, and the piglets were weighed. After measurements and selection, the piglets were placed in the heated creep area. Half of the piglets in each category (IUGR or normal-sized) were allocated to either the treatment group or the non-treatment group, resulting in a total of four groups with 15 piglets in each group. The piglets were randomly selected when being sorted into the treatment groups. The treatment groups were given a commercially available energy-rich oral paste treatment (Piggy Boost, Hatting Agro, Horsens, Denmark), a colostrum supplementation containing colostrum, fatty acids, and vitamins. Two pumps (each of 2 mL to a total of approximately 4 mL) of the treatment were given to the treatment groups twice a day at 3 h intervals.

### Blood sampling

On day 3 of age (before iron injections), the piglets were collected and transported to the research facilities at the University of Copenhagen over five consecutive weeks to gain sufficient replicates. Blood samples were collected within the first 30 min after arriving at the university. Piglets were held in dorsal recumbency, and blood was collected via jugular venipuncture using a 22-gauge needle and vacutainer tubes containing heparin (BD Vacutainer, Franklin Lakes, New Jersey, United States) for LPS challenge, serum for biochemistry, and EDTA for hematology. Blood for biochemistry was then centrifuged at room temperature for 15 min at 1.20 x (CM-6MT, ELMI, Riga, Latvia), and the resulting serum was transferred to Eppendorf tubes (Sarstedt, Nümbrecht, Germany) and immediately frozen at −20°C. The samples of all 68 piglets were collected and processed over five consecutive weeks (1–2 sampling days per week). The hematology profile was analyzed on an ADVIA 2120 Hematology System (Siemens Healthcare Diagnostics, Tarrytown, NY, United States), and cells were manually assessed. For the serum biochemistry analyses, samples were assayed using an ADVIA 1800 Chemistry System (Siemens Healthcare Diagnostics, Tarrytown, NY, United States). For cytokine production, peripheral blood mononuclear cells (PBMCs) were obtained from heparinized blood samples, as previously described (Amdi et al., 2021). PBMCs were treated with 1 μg/mL LPS for 24 h, and cytokine concentrations were then measured by ELISA using commercial antibody pairs, according to the manufacturer’s instructions (R and D Systems, United Kingdom).

### Tissue sampling

The piglets were intramuscularly anesthetized with a Zoletil mix (Zoletil 50; Virbac Denmark A/S, Kolding, Denmark) that contained xylazine (Narcoxyl 20 mg/mL; MSD Animal Health, Ballerup, Denmark), ketamine (Ketaminol 100 mg/mL; MSD Animal Health, Ballerup, Denmark), and butorphanol (Torbugesic 10 mg/mL; ScanVet Animal Health A/S, Fredensborg, Denmark). To achieve deep anesthesia, the piglets were left in an undisturbed covered box with straw. After 10 min, the piglets were euthanized with an intracardial injection of 2–3 mL pentobarbital (200 mg/mL), and the weights of the organs were recorded. The following organs were removed separately and weighed on a precision scale (Radwag, Radom, Poland): the colon, small intestine (SI), stomach, adrenal glands, kidneys, liver, lungs, spleen, heart, and brain. The stomach was weighed with content and, subsequently, after emptying it.

### RNA extraction and quantitative PCR

Approximately ∼30 mg of the liver was removed after euthanasia and stored in RNAlater (Sigma-Aldrich, Schnelldorf, Germany) at −80°C. RNA was then extracted using a commercial miRNAeasy Mini Kit (QIAGEN, Hvidovre, Denmark), following the manufacturer’s guidelines. Briefly, tissue was homogenized in QIAzol Lysis Reagent using a gentleMACS^TM^ Dissociator (Miltenyi Biotec, Germany) and filtered in an RNAeasy spin column (QIAGEN^®^), including on-column DNAase treatment. Afterward, concentration and purity were measured using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DE, United States). RNA quality was assessed using the 2100 Bioanalyzer system (Aligent, Glostrup, Denmark). High-quality RNA (RIN ≥7) was used for library preparation. The cDNA libraries were prepared at BGI, Copenhagen, Denmark (www.bgi.com), and sequenced (paired-end reads of 100 bp) on a BGISEQ-500 sequencing platform. Clean reads were mapped to the *Sus scrofa* genome (*ss*11.1, ensemble ID GCA_000003025.6) using Bowtie2 (v2.2.5). Differentially expressed gene analysis was conducted using Deseq2 (Love, Huber, and Anders, 2014), with an adjusted *p*-value of <0.05 set for significance. Gene-set enrichment analysis (Broad Institute, http://software.broadinstitute.org) was used for pathway analysis. For qPCR, 500 ng of RNA was used to synthesize cDNA using a QuantiTect Reverse Transcription Kit (QIAGEN). qPCR was performed using the following cycling program on an AriaMx PCR system (Agilent): 2 min at 95°C followed by 40 cycles of 15 s at 95°C and 20 s at 60°C. Data were normalized to a reference gene (*TBP*), and relative expression and fold changes were calculated using the ^ΔΔ^CT method. Primers are listed in Table 1. Raw RNA sequence data are available at GEO under the accession number GSE226052.

**TABLE 1:** Primer sequences used for qPCR analysis.

Gene name	Forward sequence (5’–3′)	Reverse sequence (5’–3′)
*TBP*	GAT​GGA​CGT​TCG​GTT​TAG​G	AGC​AGC​ACA​GTA​CGA​GCA​A
*IGF1*	CCC​AAG​GCT​CAG​AAG​GAA​GTA	GGT​AAC​TCG​TGC​AGA​GCA​AA
*CEL*	GTG​GAC​CTG​GAA​ACC​GAC​AT	GTA​GAC​GGG​CAT​CCG​AGA​AG
*PDK4*	TGC​AAT​GAG​GGC​TAC​AGT​CG	CGG​TCA​ATG​ATC​CTC​AGG​GG
*SDF2L1*	CCA​ACA​ACC​AGG​AGG​TGA​GC	CGG​TGA​CCG​AAA​GGA​ACA​CA

### Statistical analysis

The data were analyzed in SAS (GLM procedure of SAS; SAS Inst. Inc., Cary, NC), a statistical program, according to the following model:

$$Y_{ij}=µ+\alpha_{i}+{ß}_{j}+{\left(\alpha ß\right)}_{ij}+\varepsilon_{ij},$$

where *Y*_*ij*_ is the dependent variable measured (blood characteristics and organ weights), *µ* denotes the overall mean, *α*_*i*_ denotes the effect of classification (*i* = IUGR, normal-sized), *ß*_*j*_ denotes the effect of treatment (*j* = treatment, non-treatment), (*αß*)_*ij*_ is the interaction between classification × treatment, and *ε*_*ij*_ describes the random error term. The interaction between classification × treatment was only included when significant. Means were separated using the PDIFF option and presented as least square means ± SEM and considered significant when *p* < 0.05 and a tendency when *p* < 0.10.

## Results

### Intrauterine growth restriction alters transcriptional pathways in the liver

To characterize the transcriptomic responses in the liver induced by IUGR and/or nutritional supplementation, RNA sequencing was used to identify differentially expressed genes (DEGs) and transcriptional pathways. 

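Liver RNA from 46 piglets was sequenced and is analysed here, with 11 untreated and 12 treated normal-sized piglets and 10 untreated and 13 treated IUGR piglets, where the treatment was the oral energy paste. The authors mapped clean paired-end reads of 100 bp to Sscrofa11.1 with Bowtie2 v2.2.5 and deposited an estimated count for each of 18440 genes in each library, and the program that made the counts is not given in the sources used here. The total count per library was 15571589 to 17963109 (median 15789055) for untreated and 15036591 to 16762416 (median 15754179) for treated normal-sized piglets. It was 15783888 to 17583188 (median 16697893) for untreated and 15062165 to 19340218 (median 15642875) for treated IUGR piglets. Estimated counts were rounded to whole numbers, scaled by TMM, and 13780 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test in one fit with a mean for each of the 4 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels are given as CPM, the count scaled to the library's TMM-adjusted total. Each library was given the group of the pig number that heads its column, and groups are given below as labelled. Whether the headings stand over the right columns is in doubt. Under them, DESeq2 on the untreated groups called 1 of the 25 genes of Figure 1A in the figure's direction. With the same headings sorted as text, an order found from this outcome, it called all 25. Each group difference below holds only if the headings are right. CD207, the langerin gene of dendritic cells, was a gene with a near all-or-none signal, with 334 to 899 counts in 11 libraries and at most 4 in the others. Of these 11 libraries, 1 was labelled normal untreated, 5 normal treated, 1 IUGR untreated and 4 IUGR treated. Across all genes, 3 libraries stood apart, that of pig 38 labelled IUGR untreated and those of pigs 39 and 46 labelled IUGR treated. Their median correlation with the other libraries was 0.765 to 0.843, against 0.953 to 0.966 for the other 43, and the first principal component held 39.7% of the variance. Litter, sampling week and sex are not in the labels, so no term for them was fitted in the test.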

We first questioned whether IUGR piglets had an altered liver transcriptome compared to normal-sized piglets, independent of supplementation. Deseq2 analysis identified 43 genes (12 upregulated and 31 downregulated) in IUGR pigs relative to normal controls. 

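In libraries labelled IUGR untreated, RTP3, which encodes a receptor transporter protein, was at 18.9 ± 6.67 CPM (SD, n = 10), against 52.1 ± 25.7 (SD, n = 11) in those labelled normal untreated. The gene lies on chromosome 13 of Sscrofa11.1 from 29471568 to 29476277, and its log2 fold change was -1.47 (standard error 0.25, adjusted p = 0.0042 from edgeR's quasi-likelihood test). DYNC1I1, a cytoplasmic dynein intermediate chain gene, had a log2 fold change of -1.60 (standard error 0.29, adjusted p = 0.0135 from the same test). CHAF1B, a subunit of the histone chaperone that assembles chromatin behind the replication fork, was at 6.27 ± 1.63 against 13.2 ± 6.64 CPM, a log2 fold change of -1.07 (standard error 0.22, adjusted p = 0.0496). ZNF367, a zinc finger gene, and LOC110258309 fell by 1.16 and 1.80 on the log2 scale, and LOC100523792 rose by 1.88 (adjusted p = 0.0496 for each). In all, 6 of 13780 genes passed the threshold, 1 higher and 5 lower, and 1728 had an unadjusted p under 0.05. The paper does not state which piglets gave its genes, and the untreated groups were inferred from the columns of Figure 1A. Over untreated and treated piglets together, the mean of both contrasts gave 0 genes in edgeR, with 3138 at an unadjusted p under 0.05, 247 in DESeq2 and 55 in limma voom. The count for untreated piglets moved with the test, to 244 with DESeq2 on the 2 groups (88 higher, 156 lower) and to 199 without pigs 38, 39 and 46, a setting chosen after the data were seen. It fell to 2, RTP3 and DYNC1I1, with DESeq2's size factors, with no filter on low counts, with edgeR on the 2 groups and with the Y-linked gene EIF1AY as a covariate, and with surrogate variables 10 genes passed and none of the 6 was among them. With 1 library left out at a time the count changed by over 1.5 times for 19 of 21 libraries. It was 114, 75, 44 and 33 without pigs 42, 9, 52 and 14, labelled normal untreated, and 29, 23 and 17 without pigs 10, 36 and 17, labelled IUGR untreated. It was 2 without pigs 3, 30, 34 or 55 of the normal group or pigs 12, 21, 27, 38 or 43 of the IUGR group, and 1 without pigs 20, 5 or 26. Without pigs 48 or 61 it stayed at 6. On the second principal component, with 5.96% of the variance, pigs 3, 20, 30, 34 and 48 lay at 25.5 to 36.1. The other libraries labelled normal untreated lay at -17.8 to 10.7. Pig 22, labelled normal treated, lay at 29.4, and the IUGR libraries at 20.6 or below. The normal untreated group was thus not uniform, and whether the 6 calls rest on these pigs together was not tested.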

Figure 1A shows the top 15 downregulated and top 10 upregulated DEGs between these treatment groups (adjusted *p*-value <0.05 by DeSeq2 analysis). 

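Under the column headings, none of the 25 genes of Figure 1A passed the threshold in untreated piglets, and 6 had an unadjusted p under 0.05. Of the 10 genes shown as higher in the figure, 8 had a positive log2 fold change, with a median of 0.28 over the 10. Of the 15 shown as lower, 7 had a negative one, with a median of 0.03. MBL2, which encodes mannose-binding lectin, was at 3.06 ± 2.18 CPM (SD, n = 10) in libraries labelled IUGR and at 8.55 ± 4.8 (SD, n = 11) in those labelled normal, a log2 fold change of -1.48 (standard error 0.55, adjusted p = 0.238 from edgeR). INHBC, an inhibin beta chain gene of the liver, had a log2 fold change of -0.47 (standard error 0.19, adjusted p = 0.278), and RIMBP2 one of -0.95 (standard error 0.45, adjusted p = 0.376). TRIL, a Toll-like receptor partner, and LRRC30 had positive values of 0.62 and 1.02 (standard errors 0.30 and 0.50). With DESeq2 on the same groups, MBL2 was the 1 gene of the 25 that passed. Whatever the group labels, the mean correlation between pairs of log2 CPM over the 46 libraries was 0.38 within the 10 higher genes, where 1000 random lists ranged from -0.084 to 0.387 and so reached it. It was 0.393 within the 15 lower genes (random lists -0.048 to 0.248) and -0.339 between the lists (random pairs of lists -0.15 to 0.175). Within the labelled groups these means were 0.392, 0.42 and -0.362. The study chose the 25 genes on these piglets, so counts over them are not independent evidence.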

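PDK4, the kinase that switches off pyruvate dehydrogenase and so holds pyruvate back from the Krebs cycle, lies on chromosome 9 of Sscrofa11.1 from 75246956 to 75260134. It ranged from 32.2 to 525 CPM over all 46 libraries, with a median of 145. In libraries labelled IUGR untreated it was at 167 ± 106 (SD, n = 10), and in those labelled normal untreated at 133 ± 111 (SD, n = 11), a log2 fold change of 0.33 (standard error 0.43, adjusted p = 0.794 from edgeR), less than the spread between piglets. CEL, the bile salt-activated lipase, lies on chromosome 1 from 272763203 to 272770259 and was near the detection limit, at 0 to 1.9 CPM over all libraries. Its mean was 0.662 ± 0.582 in libraries labelled IUGR untreated against 0.282 ± 0.267 in those labelled normal untreated, a log2 fold change of 1.22 (standard error 0.55, unadjusted p = 0.0281, adjusted p = 0.331). The other 3 tested pancreatic acinar genes, CPA1, PNLIPRP1 and AMY2, had a median log2 fold change of 0.21. Over the 43 libraries other than those of pigs 38, 39 and 46, whatever their label, CEL was higher where PDK4 was higher (Pearson's r = 0.406, permutation p = 0.00727, Spearman's rho = 0.435, permutation p = 0.00385, two-sided). The adjusted p-values over the 5 genes set against PDK4 were 0.0121 and 0.00962, and r was 0.373 without the 2 libraries farthest from the median of PDK4 and 0.424 with the labelled group means removed. The study chose both genes on these piglets, and pairs of the 10 higher genes of Figure 1A had a mean r of 0.38 over the 46 libraries. These p-values are therefore no independent evidence, and the 43 libraries were chosen after the data were seen. Removing labelled group means takes out a group effect only if the headings are right.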

Notable upregulated genes included *PDK4* and *CEL*, encoding genes involved in pyruvate and lipid metabolism, respectively, suggestive of altered hepatic metabolism arising from IUGR. 

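CXCL12, a chemokine made by stromal and endothelial cells, was at 139 ± 24.5 CPM (SD, n = 10) in libraries labelled IUGR untreated and at 133 ± 39.9 (SD, n = 11) in those labelled normal untreated. Its log2 fold change was 0.06 (standard error 0.19, adjusted p = 0.929 from edgeR), and without pig 3, labelled normal untreated, it was -0.01. SDF2L1, a chaperone component of the endoplasmic reticulum, was at 28.8 ± 15.2 and 31.3 ± 11.2 CPM, a log2 fold change of -0.12 (standard error 0.29, adjusted p = 0.902). ENHO, which encodes adropin, was at 4.02 ± 2.48 and 2.62 ± 1.07, a log2 fold change of 0.62 (standard error 0.35, adjusted p = 0.471). The differences in CXCL12 and SDF2L1 were smaller than the SD of either group, and that in ENHO was larger than the SD of the normal and smaller than that of the IUGR group. The genes lie on chromosome 14 from 91516383 to 91543857, on chromosome 14 from 50249607 to 50251636 and on chromosome 10 from 32273136 to 32275177 of Sscrofa11.1. Over all 46 libraries, CXCL12 ranged from 69.2 to 287, SDF2L1 from 10.4 to 59.0 and ENHO from 0.912 to 11.8 CPM. Over the 43 libraries named above, SDF2L1 was lower where PDK4 was higher (r = -0.444, permutation p = 0.00305, adjusted 0.00762; rho = -0.415, permutation p = 0.00644, adjusted 0.0107). For CXCL12 r was -0.266 (permutation p = 0.0867) and rho -0.267 (permutation p = 0.0842), and for ENHO r was -0.28 (permutation p = 0.0691) and rho -0.295 (permutation p = 0.0561), which did not pass. With the labelled group means removed both passed, CXCL12 with r = -0.389 and rho = -0.426 (adjusted p = 0.0109 and 0.00823) and ENHO with r = -0.391 and rho = -0.403 (adjusted p = 0.0109 and 0.00926), and r was -0.387 for SDF2L1 (adjusted p = 0.0109). Over all 46 libraries r was -0.455 for ENHO. Without the 2 libraries farthest from the median of PDK4, r was -0.418 for SDF2L1, -0.322 for CXCL12 and -0.418 for ENHO. The study chose PDK4 as higher and these genes as lower on the same piglets. Between the 2 lists of Figure 1A the mean r was -0.339 over the 46 libraries, so these p-values are no independent evidence.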

Downregulated genes were involved in diverse biological functions, including innate immune function (*CXCL12*), insulin signaling (*SDF2L1*), and glucose homeostasis (*ENHO*). Moreover, *IGF1* expression was also suppressed but not significantly following multiple-correction testing. 

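IGF1, the growth factor that the liver secretes under growth hormone, was at 7.35 ± 3.9 CPM (SD, n = 10) in libraries labelled IUGR untreated and at 11.8 ± 6.64 (SD, n = 11) in those labelled normal untreated. The log2 fold change was -0.68 (standard error 0.44, unadjusted p = 0.127, adjusted p = 0.535 from edgeR). Treated piglets gave -0.65 (standard error 0.40, unadjusted p = 0.108, adjusted p = 0.396). The gene lies on chromosome 5 of Sscrofa11.1 from 81762027 to 81909253, and over all 46 libraries it ranged from 0.816 to 44.9 CPM, lowest in pig 38. Over the 43 libraries without pigs 38, 39 and 46, IGF1 was lower where PDK4 was higher (r = -0.451, permutation p = 0.00217, adjusted 0.00762; rho = -0.511, permutation p = 0.00058, adjusted 0.0029). With the 2 libraries farthest from the median of PDK4 left out r was -0.505, and over all 46 libraries it was -0.0636, so the relation depends on leaving out pigs 38, 39 and 46. That choice was made after the data were seen. The paper names PDK4 as higher and IGF1 as lower in IUGR on these piglets, so these p-values are no independent evidence. Of 18 genes of the IGF and growth hormone axis, 3 were higher and 1 lower at an unadjusted p under 0.05 and none passed the adjusted threshold, also when adjusted over the list alone. The highest of these was IGF2R, a receptor that clears IGF2, with a log2 fold change of 0.53 (standard error 0.17, adjusted p = 0.15).

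**Figure D1:**
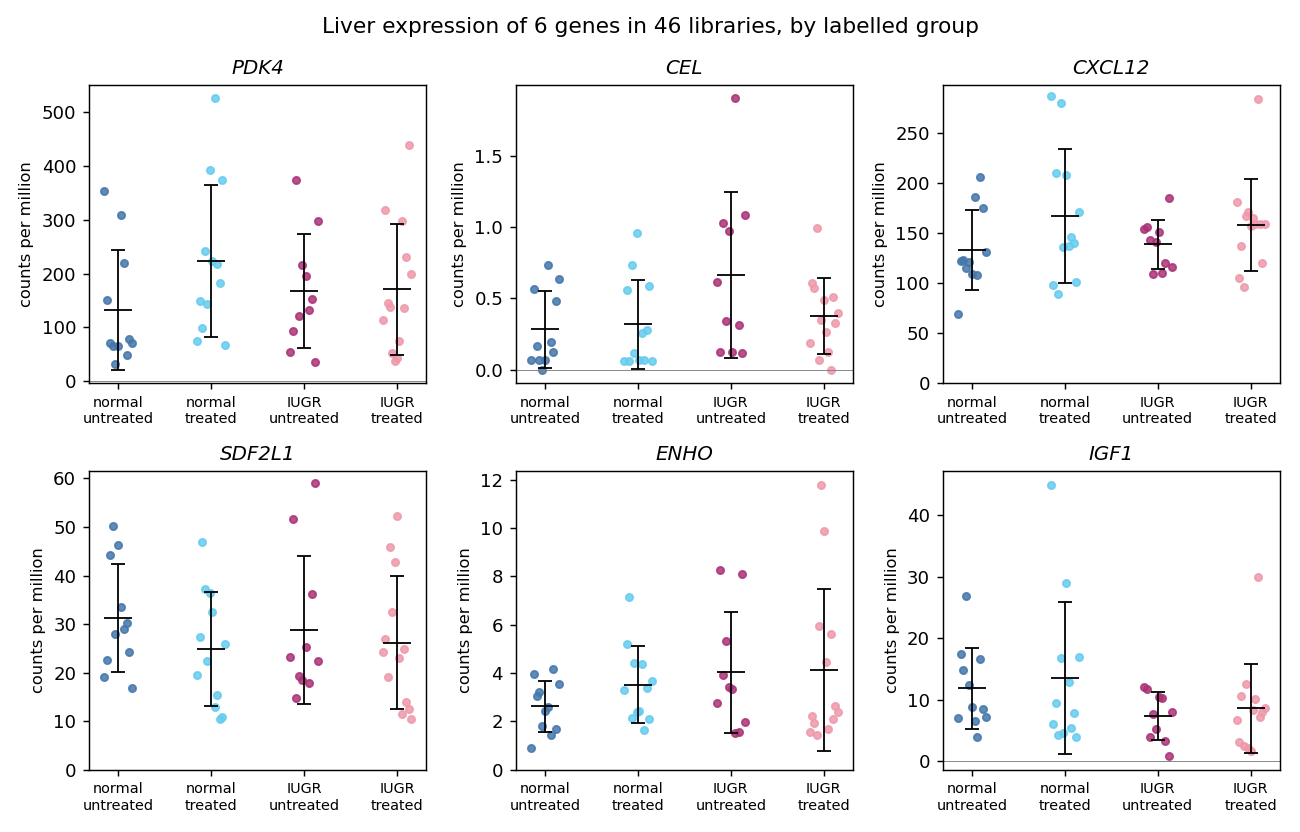
CPM in each of the 46 libraries for 6 genes, grouped by the label of the library on the x axis. Each point is 1 library, and bars give the group mean and SD. The groups overlap in each panel; IGF1 has means of 11.8, 13.5, 7.35 and 8.58 from left to right.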

For this reason, we validated *IGF1* expression, along with that of *PDK4*, *CEL*, and *SDF2L1*, by qPCR, which demonstrated significant regulation of all four genes (Figure 1B). Thus, IUGR induced significant changes in the hepatic transcriptome 3 days after birth.

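At the level of gene groups, cell division, xenobiotic metabolism and interferon genes were lower in libraries labelled IUGR untreated than in those labelled normal untreated. All 40 tested cell cycle genes had a negative log2 fold change, with a median of -0.48. The list ranked lower than other genes (camera with a preset correlation, adjusted p = 1.82e-13; adjusted p = 0.435 with an estimated correlation), and 18 of its genes passed when adjusted over the list alone and none over all genes. TYMS, thymidylate synthase, was at 33.6 ± 12 against 71.6 ± 38.7 CPM, a log2 fold change of -1.09 (standard error 0.25, adjusted p = 0.061 from edgeR), and CCNE1, cyclin E1, had a log2 fold change of -0.81 (standard error 0.18, adjusted p = 0.0504). Of 26 genes of cytochrome P450 and xenobiotic metabolism, 9 were lower and none higher when adjusted over the list alone, and the list's call held with an estimated correlation (adjusted p = 6.15e-08 with the preset and 0.0268 with the estimated correlation). CYP2C49 was at 107 ± 77.7 against 266 ± 118 CPM (log2 fold change -1.32, standard error 0.35, adjusted p = 0.0778) and CYP1A2 had a log2 fold change of -1.23 (standard error 0.37, adjusted p = 0.119). The median of 30 interferon response genes was -0.67 (adjusted p = 1.66e-06, and 0.58 with an estimated correlation). Among markers of other cell types, 16 erythroid genes had a median of 1.07 (adjusted p = 2.68e-08, and 0.338 with an estimated correlation) and 10 cholangiocyte genes one of 0.41 (adjusted p = 0.00162, and 0.0332 with an estimated correlation). KRT19, a keratin of bile ducts, was at 25.1 ± 11.2 against 12.1 ± 4.16 CPM (log2 fold change 1.05, standard error 0.29, adjusted p = 0.0939). The library of pig 38, which stands apart and is in this group, had a median log2 difference from the other 43 of -2.13 for the interferon, 1.89 for the erythroid and -0.99 for the cytochrome P450 list. Without pigs 38, 39 and 46, a setting chosen after the data were seen, the adjusted p of these lists were 0.000234, 1.06e-05 and 3.09e-06. All 17 immediate early genes had a positive log2 fold change, with a median of 0.84 (adjusted p = 0.000819, and 0.58 with an estimated correlation). In all, 5 of 38 pathway lists were higher and 4 lower in camera. With the labelled grouping set among 100 groupings of the same piglets, itself included, 8 lists had an unadjusted p under 0.05. This p was 0.27 for the interferon, 0.23 for the oxidative phosphorylation, 0.2 for the cholesterol synthesis and 0.07 for the immediate early list. It was at most 0.03 for the cell cycle, cytochrome P450, extracellular matrix, PDGF and WNT lists. The smallest p that 100 groupings allow is 0.01, too coarse for a single list to pass after adjustment over 38. The groups are those of the column headings.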

**FIGURE 1:**
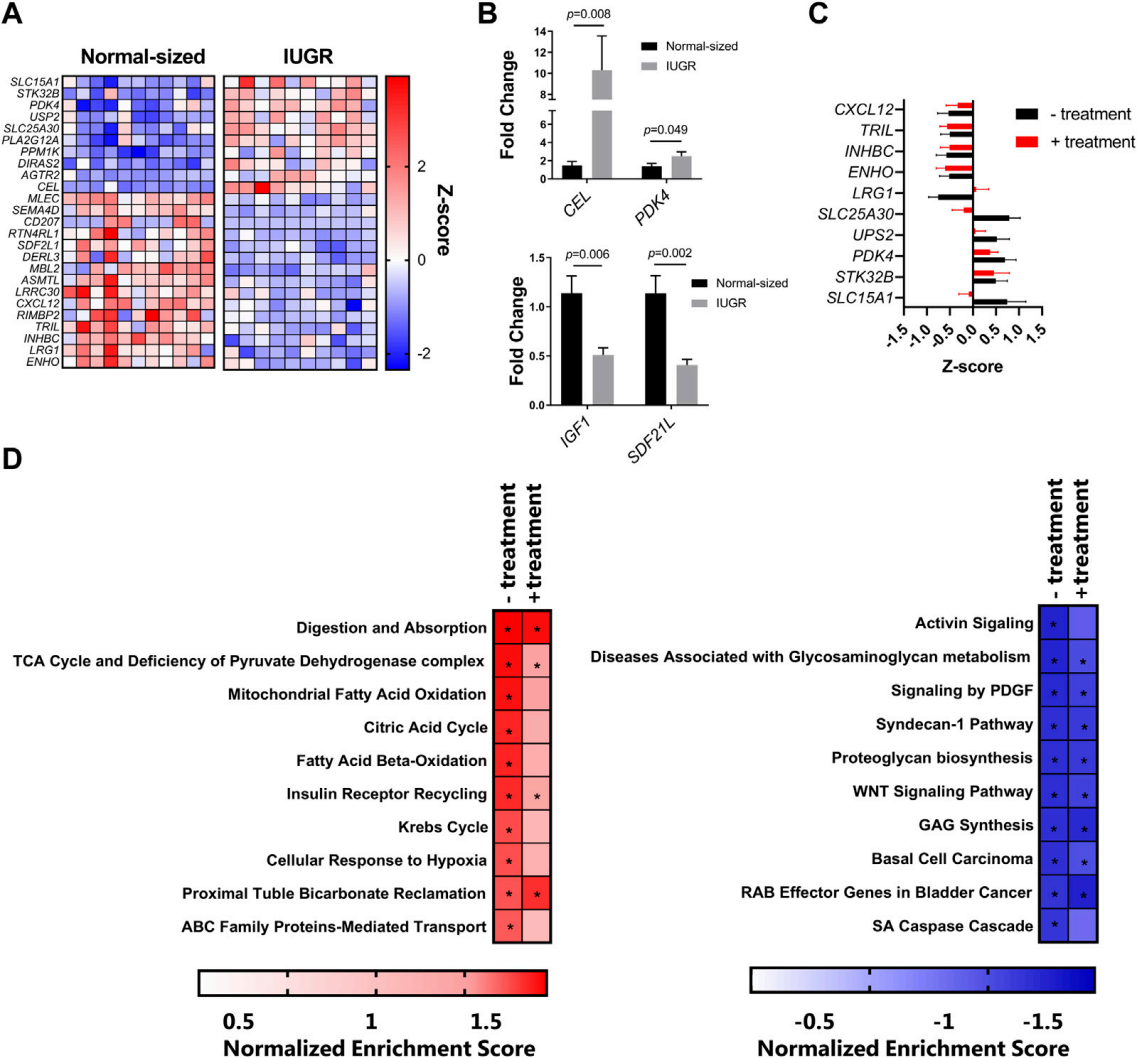
**(A)** Heatmap of the top 15 downregulated and top 10 upregulated differently expressed genes, expressed as Z-scores. The blue squares (0 to −2) are downregulated genes, and the red squares (0 to +2) are upregulated genes in IUGR when compared to the normal group. **(B)** qPCR validation of *IGF*, *PDK4*, *CEL*, and *SDF2L1* expression by qPCR. **(C)** Expression of the genes most regulated by IUGR in control piglets was mostly similar to that in IUGR piglets receiving energy supplementation (treatment). **(D)** Gene-set enrichment analysis of the top 10 downregulated and upregulated pathways (q value < 0.05) in IUGR group pigs relative to normal group pigs with or without energy supplementation (treatment).

In contrast, we could detect only very few genes that were regulated as a result of energy supplementation. 

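In IUGR piglets, 4 genes were higher in libraries labelled treated than in those labelled untreated and none was lower. ADH4, an alcohol dehydrogenase that also acts on retinol, was at 19.9 ± 18.2 CPM (SD, n = 13) against 2.66 ± 2.5 (SD, n = 10). Its log2 fold change was 2.90 (standard error 0.60, adjusted p = 0.05 from edgeR's quasi-likelihood test, just under the threshold). The other 3 were LRRC2, a leucine-rich repeat gene, with 1.70 (standard error 0.33), RTP3 with 1.18 (standard error 0.24) and LOC100518109 with 1.99 (standard error 0.41), at the same adjusted p. LRRC2 lies on chromosome 13 of Sscrofa11.1 from 29477790 to 29524177, next to RTP3. Of 26 genes of cytochrome P450 and xenobiotic metabolism, 24 had a positive log2 fold change and 7 were higher when adjusted over the list alone (camera adjusted p = 3.79e-11, and 0.00271 with an estimated correlation). Among them, CYP1A2 was at 31.6 ± 12.5 against 11.9 ± 8.25 CPM (log2 fold change 1.40, standard error 0.36, adjusted p = 0.197). The same libraries labelled IUGR untreated gave the lower values of this list and of RTP3 against normal untreated ones. These results are thus not independent. The list's median was -0.39 there and 0.44 here. Without that group it was 0.02 and -0.07 for IUGR treated against normal treated and normal untreated piglets. For normal treated against normal untreated piglets it was -0.03. The median log2 difference of this list from the other 43 libraries was -0.99 in pig 38, labelled untreated, and -0.60 and -0.24 in pigs 39 and 46, labelled treated. Of 13 lists of cell type markers, those of T and NK cells and of dendritic cells were higher (medians 0.39 and 0.20, adjusted p = 2.06e-05 and 0.0275) and that of erythroid cells lower (median -0.63, adjusted p = 0.000361), none with an estimated correlation (adjusted p = 0.0524, 0.196 and 0.403). In mean log2 CPM, pigs 39 and 46 were at 1.68 and 1.46 for the T and NK list (group mean 1.26) and at 2.02 and 0.95 for the dendritic list (group mean 0.72), and pig 38 was at 4.61 for the erythroid list (group mean 3.55). Without pigs 38, 39 and 46, a setting chosen after the data were seen, the adjusted p was 8.64e-07 for the cytochrome P450 and 0.0342 for the T and NK list, while the dendritic and erythroid lists no longer passed (adjusted p = 0.702 and 0.109). The 18 genes of fatty acid synthesis had a median of 0.15 (adjusted p = 0.000113, and 0.0424 with an estimated correlation), with DGAT2, which makes triglycerides, at 0.58 (standard error 0.19). At an unadjusted p under 0.05 there were 626 genes. The test of whether the effect of the supplement differed between IUGR and normal-sized piglets gave 0 genes in edgeR, with 918 at an unadjusted p under 0.05, 8 in DESeq2 and 3 in limma voom. The 4 calls became 0 with DESeq2's size factors and with the Y-linked covariate, 2 with pig number as a covariate, 23 with DESeq2 and 343 with surrogate variables as covariates.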

Only two genes were significantly changed in the normal-sized treated group compared to the normal-sized control group, these being LRRC30, encoding a leucine-rich repeat protein, and HAMP, encoding hepcidin, the master regulator of iron homeostasis (data not shown). Moreover, the effect of IUGR was largely similar whether piglets received an energy supplementation or not. 

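HAMP lies on chromosome 6 of Sscrofa11.1 from 44785863 to 44787303. It was at 26.8 ± 77.7 CPM (SD, n = 12) in libraries labelled normal treated and at 1.34 ± 1.32 (SD, n = 11) in those labelled normal untreated, where 1 treated library, that of pig 50, held 273 and the next 13.9. The log2 fold change was 4.32 (standard error 1.29, unadjusted p = 0.00158, adjusted p = 0.207 from edgeR). Among libraries labelled IUGR treated, pig 59 held 177 CPM, and the median over all 46 libraries was 0.635. LRRC30, on chromosome 6 from 100290257 to 100292242, was at 1.56 ± 1.18 and 1.29 ± 0.702 CPM in the treated and untreated normal-sized groups, a log2 fold change of 0.26 (standard error 0.49, adjusted p = 0.939). Of 23 genes of iron homeostasis, HAMP had the smallest p, followed by TMPRSS6, the protease that lowers hepcidin, with 0.38 (standard error 0.19, adjusted p = 0.569). No gene passed the threshold in edgeR with all 4 groups in the fit, with 1176 at an unadjusted p under 0.05. EdgeR gave 4 genes on these 2 groups, 1 with surrogate variables and 105 without pigs 38, 39 and 46, a setting chosen after the data were seen. DESeq2 gave 339 genes on these 2 groups and 31 with all 4 in the fit, and limma voom with sample weights gave 783, and neither HAMP nor LRRC30 was among any of these (adjusted p = 0.205 and 0.742 in DESeq2). HAMP was not tested in edgeR on these 2 groups. At the level of gene groups, all 36 genes of oxidative phosphorylation had a negative log2 fold change with a median of -0.22 (camera adjusted p = 2.29e-09, and 0.363 with an estimated correlation), and 15 of 40 cell cycle genes were lower when adjusted over the list alone (adjusted p = 2.29e-09, and 0.505 with an estimated correlation). The 16 genes of the glucocorticoid response were higher with a median of 0.30 (adjusted p = 4.56e-05, and 0.363 with an estimated correlation), among them SDS, serine dehydratase, at 2.10 (standard error 0.67, adjusted p = 0.262). These groups are as labelled.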

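Between libraries labelled IUGR treated and normal treated, COL27A1, a fibrillar collagen gene on chromosome 1 of Sscrofa11.1 from 254768576 to 254924893, was the 1 gene that passed. It was at 21.1 ± 5.42 CPM (SD, n = 13) against 10.8 ± 2.58 (SD, n = 12), a log2 fold change of 0.97 (standard error 0.18, adjusted p = 0.0458 from edgeR). The call ended with DESeq2's size factors, no filter on low counts, pig number or surrogate variables as covariates and without pigs 38, 39 and 46, with a log2 fold change of 0.95, 0.96, 0.91, 0.83 and 0.93 (adjusted p = 0.0539, 0.0605, 0.0624, 0.068 and 0.0801). In untreated piglets its value was 0.15 (standard error 0.20, adjusted p = 0.799), and the test of the difference between both contrasts gave 0.82 (standard error 0.27, adjusted p = 0.423). Of the 6 genes that passed in untreated piglets none passed in treated ones, where 2301 genes had an unadjusted p under 0.05. RTP3 was at 42.9 ± 14.8 against 44.7 ± 17.9 CPM in treated piglets, a log2 fold change of -0.06 (standard error 0.22). Genes of glycolysis were higher (median 0.34 over 23 genes, camera adjusted p = 0.000644, and 0.968 with an estimated correlation), with GAPDH at 0.47 (standard error 0.15, adjusted p = 0.208). Cholesterol synthesis genes were higher and interferon response genes lower (medians 0.40 and -0.74, adjusted p = 0.000644 and 0.00016, and 0.968 for each with an estimated correlation). Pigs 39 and 46, in this group, had medians of -2.29 and -0.94 for the interferon list against the other 43 libraries, and without pigs 38, 39 and 46, a setting chosen after the data were seen, the adjusted p was 8.26e-07 for the cholesterol and 2.29e-05 for the interferon list. Across 13780 genes, which are not independent replicates, the effect of IUGR on mean log2 CPM in untreated and in treated piglets, which share no library, had a Pearson's r of 0.398, against about 0 in 50 simulations with no effect. Without pigs 38, 39 and 46 this r was 0.0349. The simulations drew each gene independently and so lack shifts that a library shares across genes. They cannot show that the r of 0.398 arose from IUGR. The groups are as labelled.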

Expression of the genes most regulated by IUGR in control piglets was mostly similar to that in IUGR piglets receiving the energy supplementation (Figure 1C). 

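For the 25 genes of Figure 1A, the log2 fold changes of treated IUGR piglets against untreated normal controls had the same sign as those of untreated IUGR piglets in 18 genes, under the labels, with a Pearson's r of 0.584 and a Spearman's rho of 0.618 across genes. Both contrasts share the 11 control libraries, so part of this arises with no effect. Against treated normal-sized piglets, which share no library with the untreated contrast, 16 of 25 had the same sign (r = 0.675, rho = 0.522). None of the 25 genes passed the threshold in treated IUGR piglets against untreated controls. PDK4 was at 171 ± 121 CPM (SD, n = 13) in libraries labelled IUGR treated, a log2 fold change of 0.36 (standard error 0.41, adjusted p = 0.671 from edgeR), and MBL2 was at 4.67 ± 4.92, one of -0.87 (standard error 0.50, adjusted p = 0.37). CEL had a log2 fold change of 0.42 (standard error 0.55, adjusted p = 0.715) and INHBC one of -0.06 (standard error 0.18, adjusted p = 0.88). Over all 13780 genes the differences in mean log2 CPM of the same pair of contrasts had an r of 0.713 and a covariance of 0.0822, where simulations with no effect over shared controls gave 0.508 and 0.0328. Without pigs 38, 39 and 46, a setting chosen after the data were seen, they were 0.533 and 0.0436. With the 11 controls split between the contrasts in 100 ways, the median r was 0.472. These splits kept pigs 38, 39 and 46, which shifted alike across genes, and were not repeated without them. They cannot tell a similar effect of IUGR from that shared shift. Of the 5 genes lower in untreated IUGR piglets, CHAF1B and ZNF367 were also among the 39 lower in treated IUGR piglets against the same controls. Independent lists would share 0.0142 genes, which leaves out the shared controls, and in 50 simulations with no effect over shared controls the 5 and 39 top-ranked lower genes shared 0.74 on average and 2 in 11 of them. All these simulations drew each gene independently, so they leave out shifts that a library shares across genes.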

To explore this further, we conducted gene-set enrichment analysis to detect transcriptional pathways altered by IUGR in the presence or absence of energy supplementation. In the absence of energy supplementation, IUGR resulted in a significant upregulation of pathways involved in digestion, beta-oxidation of fatty acids, the Krebs cycle, and glucose metabolism, relative to normal control piglets (Figure 1D). These same pathways also tended to be enriched in IUGR piglets receiving the supplement (relative to untreated controls), albeit at a lower level of significance, perhaps suggesting that the supplementation could attenuate some of the metabolic effects of IUGR. However, gene pathways that were suppressed were highly similar in IUGR piglets, regardless of treatment, indicating that the supplement was unable to restore impaired transcriptional responses resulting from growth restriction. Thus, IUGR resulted in substantial suppression of pathways related to cellular growth and extracellular matrix function (e.g., WNT signaling and proteoglycan synthesis), independent of energy intake, suggesting a profound effect on piglet metabolism. Collectively, these data suggest that IUGR resulted in a significant restructuring of the hepatic transcriptome with changes in energy metabolism and tissue growth and that acute energy intake has little capacity to restore these altered pathways.

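In libraries labelled IUGR untreated against normal untreated, lists of digestion, beta-oxidation, the Krebs cycle and glucose metabolism did not pass the camera test in either direction. Of 14 genes of digestion and absorption, 8 had a positive log2 fold change, with a median of 0.17 (adjusted p = 0.852). CEL had the highest value among them, and GUCY2C, the guanylin receptor of the gut, had -0.37 (standard error 0.15, adjusted p = 0.282 from edgeR). The 24 genes of mitochondrial beta-oxidation had a median of -0.04 (adjusted p = 0.413), with ACAA2, the thiolase that ends each cycle, at 78.9 ± 37 against 137 ± 95.1 CPM (log2 fold change -0.80, standard error 0.41, adjusted p = 0.424). Of 20 genes of the Krebs cycle, 5 had a positive value, with a median of -0.08 (adjusted p = 0.229), and MDH1, malate dehydrogenase, was at -0.38 (standard error 0.16, adjusted p = 0.299). Genes of glycolysis and gluconeogenesis had medians of 0.03 and 0.01 (adjusted p = 0.933 and 0.852). ENO2 and FBP2, isoenzymes of these pathways, had values of 0.84 (standard error 0.38) and 0.83 (standard error 0.33). The hypoxia response list had a median of 0.09 (adjusted p = 0.556). Oxidative phosphorylation ranked lower, with 26 of 36 genes below 0 and a median of -0.12 (adjusted p = 0.00952, and 0.662 with an estimated correlation). Genes of cholesterol synthesis ranked higher, with 21 of 23 positive and a median of 0.30 (adjusted p = 0.00502, and 0.58 with an estimated correlation). SREBF2, a transcription factor of this pathway, had a log2 fold change of 0.55 (standard error 0.16, adjusted p = 0.119). The lists were written from general knowledge and are not the gene sets of Figure 1D, and the groups are as labelled.

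**Figure D2:**
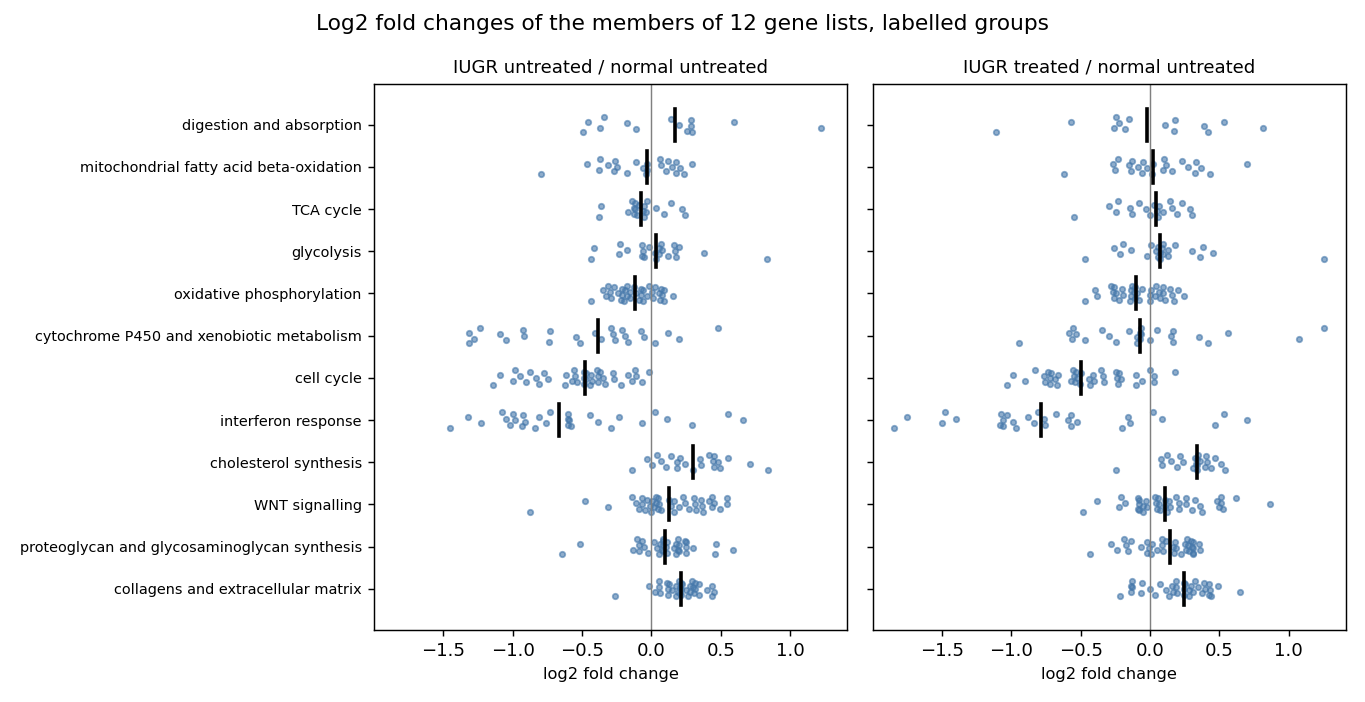
Log2 fold changes of the tested members of 12 gene lists, for libraries labelled IUGR untreated (left) and IUGR treated (right) against those labelled normal untreated. Each point is 1 gene and each black bar the list's median. Of the 40 cell cycle genes, 0 lie right of 0 in untreated and 3 in treated piglets, with medians of -0.48 and -0.50, and those of the Krebs cycle (TCA cycle) lie around 0, with medians of -0.08 and 0.04.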

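In libraries labelled IUGR treated against normal untreated, the 14 digestion genes had a median log2 fold change of -0.02 (camera adjusted p = 0.965), the 24 beta-oxidation genes one of 0.02 (adjusted p = 0.957), the 20 Krebs cycle genes one of 0.04 (adjusted p = 0.718) and the 23 glycolysis genes one of 0.07 (adjusted p = 0.718). The test of whether the effect of IUGR differed between treated and untreated piglets was positive for glycolysis (median 0.30, adjusted p = 0.000762, and 0.715 with an estimated correlation), the Krebs cycle (median 0.15, adjusted p = 0.0296, and 0.743) and oxidative phosphorylation, where all 36 genes had a positive difference (median 0.26, adjusted p = 2.26e-06, and 0.743). It was also positive for cytochrome P450 genes (median 0.46, adjusted p = 3.03e-06, and 0.0897). Of the 40 cell cycle genes, 8 had a positive difference when adjusted over the list alone (list adjusted p = 4e-06, and 0.743). Treated IUGR piglets also had higher glucocorticoid response genes than the untreated controls (median 0.43 over 16 genes, adjusted p = 0.00842, and 0.55 with an estimated correlation). Among these, TFCP2L1, a transcription factor of duct epithelium, was at 2.37 ± 1.51 CPM (SD, n = 13) against 0.827 ± 0.298 (SD, n = 11), a log2 fold change of 1.52 (standard error 0.37, adjusted p = 0.0416 from edgeR). The groups are as labelled.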

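Under the labels, lists of cell cycle, interferon response and oxidative phosphorylation genes ranked lower in untreated and in treated IUGR piglets, each against the same untreated normal controls. In treated IUGR piglets, 20 of 40 cell cycle genes were lower when adjusted over the list alone and 4 over all genes (camera adjusted p = 2.51e-12, and 0.55 with an estimated correlation). CDK2, the kinase of the start of DNA replication, was at 27.1 ± 5.6 CPM (SD, n = 13) against 43.1 ± 12.6 (SD, n = 11), a log2 fold change of -0.67 (standard error 0.13, adjusted p = 0.0152 from edgeR). PCNA, the sliding clamp of DNA polymerase on chromosome 17 of Sscrofa11.1 from 14137746 to 14142584, was at 29.2 ± 11.3 against 54.4 ± 25.5, a log2 fold change of -0.90 (standard error 0.21, adjusted p = 0.0387), and CDC6, which licenses replication origins, had -1.03 (standard error 0.24, adjusted p = 0.0387). In all, 54 genes passed in this comparison, 15 higher and 39 lower, and 2280 had an unadjusted p under 0.05. The count became 0 with edgeR on the 2 groups, 15 with surrogate variables and 20 with pig number as covariates, and CDK2 did not pass in the first and second of these (log2 fold change -0.65 and -0.39, adjusted p = 0.113 and 0.0815). The interferon list had a median of -0.79 (adjusted p = 0.00831, and 0.842 with an estimated correlation), with MX1, an antiviral GTPase, at -1.75 (standard error 0.76, adjusted p = 0.249), and without pigs 38, 39 and 46, a setting chosen after the data were seen, the list no longer passed (adjusted p = 0.059). Of the 36 oxidative phosphorylation genes 14 had a positive value, with a median of -0.10 (adjusted p = 0.0498, just under the threshold, and 0.842 with an estimated correlation), and none passed over all genes. The 34 genes of endoplasmic reticulum chaperones were lower in treated IUGR piglets with a median of -0.11 (adjusted p = 0.0198, and 0.667), among them CALR, calreticulin, at -0.39 (standard error 0.13, adjusted p = 0.159). Against treated normal-sized piglets, in which PCNA was at 32.6 ± 8.45, its log2 fold change was -0.16 (standard error 0.21, adjusted p = 0.671).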

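Under the labels, lists of extracellular matrix, WNT and PDGF genes ranked higher in libraries of IUGR piglets than in those of untreated normal controls. Of 36 collagen and extracellular matrix genes, 34 had a positive log2 fold change in untreated piglets, with a median of 0.21 (camera adjusted p = 7.45e-05, and 0.488 with an estimated correlation). In treated IUGR piglets 28 were positive, with a median of 0.25 (adjusted p = 0.00728, and 0.691). NID1, nidogen of basement membranes, was at 354 ± 85.3 CPM (SD, n = 10) in the untreated IUGR group and 289 ± 49.5 (SD, n = 11) in the controls, a log2 fold change of 0.29 (standard error 0.11, adjusted p = 0.269 from edgeR). Of 41 WNT genes, 29 were positive in untreated and 27 in treated IUGR piglets (adjusted p = 0.013 and 0.0484, and 0.435 and 0.55 with an estimated correlation). DVL3, a relay of the WNT receptor, was at 95.6 ± 9.19 against 74.5 ± 13 CPM (log2 fold change 0.36, standard error 0.11, adjusted p = 0.129). SFRP1, which binds and blocks WNT ligands, passed in treated IUGR piglets, at 22.7 ± 7.35 against 12.4 ± 3.25 (log2 fold change 0.87, standard error 0.18, adjusted p = 0.0191), and not with edgeR on the 2 groups or with surrogate variables (0.88 and 0.62, adjusted p = 0.0779 and 0.0899). Of 36 genes of proteoglycan synthesis, 27 were positive in untreated and 25 in treated IUGR piglets, and the list did not pass (adjusted p = 0.0801 and 0.0906). EXTL3, which starts heparan sulfate chains, was at 42.2 ± 12.2 against 30.7 ± 4.27 CPM (log2 fold change 0.46, standard error 0.12, adjusted p = 0.0778). In untreated IUGR piglets the 35 PDGF genes had a median of 0.15 (adjusted p = 0.0142, and 0.435). Markers of hepatic stellate cells and fibroblasts, the matrix-forming cells of the liver, had a median of 0.15 over 18 genes and did not pass (adjusted p = 0.341). Without pigs 38, 39 and 46 the extracellular matrix list was no longer among those that passed in treated IUGR piglets.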

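Set beside each other, the 4 labelled groups place the lower cell cycle values of IUGR piglets next to a difference among normal-sized ones. Mean CPM of CDC6 were 17.9 ± 10.7 (SD, n = 11) in libraries labelled normal untreated, 8.62 ± 3.51 (SD, n = 12) in normal treated, 8.1 ± 2.29 (SD, n = 10) in IUGR untreated and 8.75 ± 3.91 (SD, n = 13) in IUGR treated. For normal treated against normal untreated piglets its log2 fold change was -1.05 (standard error 0.25, adjusted p = 0.135 from edgeR), and for IUGR treated against normal treated piglets 0.02 (standard error 0.24, adjusted p = 0.965). Whether pigs 3, 20, 30, 34 and 48, apart on the second principal component, account for the mean in normal untreated libraries was not tested. Of the 38 pathway lists, 9 passed in untreated IUGR piglets, 9 in treated IUGR piglets against untreated controls and 3 in treated IUGR against treated normal-sized piglets, and with an estimated correlation these became 1, 0 and 0. From the pathways raised and lowered with and without the supplement, the paper proposes that IUGR changed liver expression in energy metabolism and tissue growth and that short-term energy intake did little to restore these pathways.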

### IUGR, but not energy supplementation, alters immune function

We next explored if the expression of innate immune function differed as a result of IUGR or treatment. To this end, PBMCs were isolated from all piglets and treated with LPS to assess the production of innate immune cytokines. No differences were found due to treatment (supplement/no supplement) for any cytokine or between IUGR and normal-sized piglets for IL-6 and TNFα. However, the expression of IL-1β was significantly higher in the normal-sized piglets compared to that in IUGR piglets (6261.07 vs. 4310.59; SEM 1042.23; *p* < 0.033). Thus, consistent with the transcriptomic data hinting at the suppression of some immune-related genes in the liver, peripheral immune function also appeared to be impaired as a result of IUGR.

### Blood biochemistry and hematology

Blood plasma was analyzed for albumin, total protein, basic phosphatase, alanine aminotransferase, cholesterol, creatinine, creatinine kinase, iron, inorganic phosphate, aspartate aminotransferase, blood urea nitrogen, gamma-glutamyl transferase, calcium, magnesium, sodium, potassium, glucose, and triglycerides, and no interaction between treatment and classification was found (Table 2). No differences were found in treatment; however, some effects were found for classification, which were that IUGR piglets had higher levels (48.9 vs. 40.8; SEM 1.76; *p* < 0.01) of alanine aminotransferase and blood urea nitrogen (5.2 vs. 3.1; SEM 0.75; *p* < 0.049) and lower levels of glucose (4.8 vs. 6.1; SEM 0.23; *p* < 0.001) compared to normal-sized piglets (Table 3).

**TABLE 2:** Blood biochemistry profile of IUGR and normal-sized piglets at day 3 of age.

Item	Classification		
	Normal-sized	IUGR	*p*-value
*n*	28	27	
Albumin g/L	16.0 ± 0.44	16.3 ± 0.81	0.601
Total protein, g/L	51.12 ± 1.90	50.03 ± 1.68	0.677
Basic phosphatase, U/L	3027.6 ± 156.0	3005.2 ± 210.0	0.987
Alanine aminotransferase U/L	40.75 ± 1.49	49.04 ± 1.94	0.002
Cholesterol, mmol/L	3.26 ± 0.11	3.67 ± 0.26	0.131
Creatinine, umol/L	40.79 ± 1.20	40.67 ± 1.73	0.986
Iron umol/L	4.88 ± 0.74	7.37 ± 1.62	0.166
Inorganic phosphate, mmol/L	2.07 ± 0.07	1.91 ± 0.09	0.202
Aspartate aminotransferase U/L	35.88 ± 1.43	38.76 ± 2.33	0.194
Blood urea nitrogen, mmol/L	3.07 ± 0.34	5.12 ± 1.00	0.049
Gamma-glutamyl transferase, U/L	38.36 ± 2.85	34.22 ± 2.92	0.361
Calcium, mmol/L	2.92 ± 0.05	3.00 ± 0.06	0.306
Magnesium, mmol/L	1.07 ± 0.02	1.06 ± 0.02	0.897
Sodium, mmol/L	144.46 ± 1.31	142.09 ± 1.20	0.173
Potassium mmol/L	4.00 ± 0.14	3.77 ± 0.15	0.299
Glucose, mmol/L	6.05 ± 0.24	4.76 ± 0.19	0.001
Triglyceride, mmol/L	2.47 ± 0.34	2.72 ± 0.33	0.579
Creatine kinase U/L	134.93 ± 15.05	143.74 ± 24.09	0.706

**TABLE 3:** Blood profile of IUGR and normal-sized piglets at day 3 of age.

Item	Classification		
	Normal-sized	IUGR	*p*-value
*n*	33	26	
Total leukocytes, mia/L	7.9 ± 0.39	7.7 ± 0.43	0.679
Band-shaped neutrophils, mia/L	0.25 ± 0.07	0.38 ± 0.11	0.281
Neutrophils, mia/L	5.60 ± 0.36	5.46 ± 0.35	0.789
Lymphocytes, mia/L	1.9 ± 0.11	1.6 ± 0.14	0.160
Monocytes, mia/L	0.32 ± 0.04	0.28 ± 0.04	0.483
Eosinophils, mia/L	0.06 ± 0.01	0.02 ± 0.01	0.013
Basophils, mia/L	0.02 ± 0.01	0.02 ± 0.01	0.889
Total erythrocytes, bill/L	4.09 ± 0.10	4.04 ± 0.14	0.763
Hemoglobin (HGB), mmol/L	4.93 ± 0.11	4.96 ± 0.16	0.857
Hematocrit (HCT), L/L	0.26 ± 0.01	0.25 ± 0.01	0.615
Thrombocytes, mia/L	345.0 ± 17.94	355.2 ± 18.82	0.699
MCV, fL	63.23 ± 0.65	62.88 ± 0.56	0.692
MCHC, mmol/L	19.12 ± 0.12	19.65 ± 0.47	0.231
Reticulocytes, pct. (estim.)	10.84 ± 0.64	10.20 ± 0.58	0.469
Absolute reticulocyte, mia/L (estim.)	432.4 ± 22.48	405.1 ± 23.15	0.407
nRBC	13.93 ± 1.73^a^	10.88 ± 2.03	0.255

^a^ *n* = 30, for normal; MCV, mean cell volume.

MCHC, mean corpuscular hemoglobin concentration; nRBC, nucleated red blood cell/100 WBC.

For blood hematology, there were no significant differences between treatments, and only the level of eosinophils differed between IUGR and normal-sized piglets, with IUGR piglets having lower levels than normal-sized piglets (*p* < 0.013, Table 3).

### Organ weights and growth

Table 4 presents the birth weights and body weights at day 3 for both normal-sized and IUGR piglets (there was no effect of treatment). Normal-sized piglets had an average birth weight of 1.37 ± 0.03 kg, and IUGR piglets had an average birth weight of 0.77 ± 0.02 kg (Table 4; *p* < 0.001). Normal-sized piglets had an average body weight at day 3 of 1.78 ± 0.05 kg, and IUGR piglets had an average body weight at day 3 of 0.96 ± 0.03 kg (Table 4; *p* < 0.001). There was a difference in temperature between the groups (*p* < 0.013), with the IUGR piglets having lower temperatures than the normal-sized piglets. Furthermore, there were differences between the groups in some of the organ weights, which included the following: the small intestine (SI) (*p* < 0.001), full stomach (*p* < 0.006), empty stomach (*p* < 0.003), and kidneys (*p* < 0.002), with IUGR piglets having lower organ weights than the normal-sized piglets. No differences were detected in organs such as the brain, heart, liver, or lungs. There was a significant difference in the relative brain:body ratio (rBrain), with IUGR piglets having an average higher rBrain ratio of 3.49 ± 0.11 than normal-sized piglets 2.05 ± 0.06 (*p* < 0.001).

**TABLE 4:** Characteristics of IUGR and normal-sized piglets at day 3 of age.

Item	Classification		
	Normal-sized	IUGR	*p*-value
*n*	36	32	
Birth weight (day 0), kg	1.37 ± 0.03	0.77 ± 0.02	< 0.001
Temperature day 0, °C^a^	37.2 ± 0.21	36.3 ± 0.30	0.013
*n*	36	32	
Body weight at day 3, kg	1.78 ± 0.05	0.96 ± 0.03	< 0.001
Colon weight, g	26.69 ± 1.18^b^	14.52 ± 0.62	0.114
Small intestine (SI), g	70.85 ± 3.03	51.52 ± 3.35	< 0.001
Stomach (full), g	56.81 ± 3.15	33.95 ± 2.17	0.006
Stomach (empty), g	12.08 ± 0.32	7.49 ± 0.26	0.003
Adrenal glands, g	0.48 ± 0.01	0.33 ± 0.01	0.746
Kidneys, g	15.96 ± 0.39	8.77 ± 0.31	0.002
Liver, g	64.66 ± 2.07	34.59 ± 2.09	0.540
Lungs, g	33.24 ± 1.08	20.75 ± 1.40	0.804
Spleen, g	3.35 ± 0.14	1.80 ± 0.08	0.574
Heart, g	13.73 ± 0.35	7.78 ± 0.25	0.104
Brain, g	35.76 ± 0.38	32.85 ± 0.33	0.498
rBrain, pct	2.05 ± 0.06	3.49 ± 0.11	< 0.001
rLiver, pct	3.66 ± 0.11	3.54 ± 0.17	0.859
rHeart, pct	0.78 ± 0.02	0.81 ± 0.01	0.993

^a^ Temperature, rectal temperature.

^b^ *n* = 34, in the normal piglets, two of the colon weight values were erroneous and removed from the dataset during the statistical analysis.

rBrain, relative brain-to-body ratio; rLiver, relative liver-to-body ratio; rHeart, relative heart-to-body ratio.

## Discussion

In the current study, we observed that IUGR status at birth modulated several pathways in the liver. The overall trend was that IUGR piglets displayed upregulated pathways involved in absorption, digestion, and metabolism, whilst the downregulated pathways were mostly connected to cellular morphogenesis and extracellular matrix remodeling. This may reflect an altered prioritization for nutrient partitioning to essential functions and away from growth. In contrast, very few differences were observed between piglets receiving the energy supplementation, and no notable benefits were observed compared to non-supplemented piglets. There was a significant difference in rectal temperature between the groups, with a lower temperature for the IUGR piglets than the normal-sized piglets. We have previously shown that supplementing IUGR piglets with a colostrum bolus had positive effects on rectal temperature (Amdi et al., 2017), which is crucial for survival (Baxter et al., 2008). However, the extra energy-rich supplement in this study did not contribute to any significant differences, in agreement with the findings by Schmitt and colleagues, who gave newborn piglets one extra dose of a high-fat-based energy-rich supplement (Schmitt et al., 2019).

It was notable that IUGR resulted in the upregulation of numerous genes involved in nutrient metabolism, such as *CEL* and *PDK4*. Carboxyl ester lipase (CEL) is one of four major lipases secreted by the pancreas into the duodenum (Johansson et al., 2018) and is mainly expressed in the liver and pancreas (Pfützer et al., 2002), and involved in lipid absorption (Kirby et al., 2002). *PDK4* encodes pyruvate dehydrogenase lipoamide kinase isozyme 4, a key metabolic regulator contributing to a shift from glucose to fatty acids as major energy fuel (Pettersen et al., 2019), and could indicate that pyruvate oxidation in the hepatic mitochondria is lower due to higher PDK4 and LDHA expression in IUGR individuals compared to normal individuals (Pendleton et al., 2021). In addition to lowering pyruvate oxidation, these changes are assumed to push pyruvate flux toward gluconeogenesis (Pendleton et al., 2021), possibly partly as a metabolic adaptation already determined during fetal development (Chessex et al., 1984). Notably, our results are consistent with multiple studies in a sheep model of IUGR, which indicated higher expression of *PDK4* in both hepatic and skeletal tissue, as well as markedly increased lactate production (Brown et al., 2015; Pendleton et al., 2019), suggesting that pyruvate is prevented from entering the citric acid cycle and instead is converted to oxaloacetate and, subsequently, promotes gluconeogenesis. Moreover, in accordance with our pathway analysis indicating an upregulation of transcriptional activity related to beta-oxidation of fatty acids, studies in rats have indicated that IUGR increased hepatic *Prkaa2* expression, a subunit of AMP-activated protein kinase (a master regulator of mitochondrial beta-oxidation) (Shen, Zhu, and Du, 2022). Furthermore, proteomic studies in rat hepatic tissues have demonstrated a marked enrichment of pathways related to beta-oxidation (Sarli et al., 2021). Collectively, these different studies indicate a remarkably conserved response across multiple mammalian species, whereby IUGR redirects pyruvate metabolism away from the citric acid cycle and toward gluconeogenesis, as well as promoting the oxidation of fatty acids as an energy source, likely an adaption to nutrient scarcity in the intra-uterine environment. Consistent with this, we found that IUGR piglets had lower levels of blood glucose at 3 days after birth. Glucose levels are normally around the level found in normal-sized piglets at day 3 (Engelsmann et al., 2019), suggesting that IUGR piglets take longer to reach a stable blood glucose level despite having an upregulated absorption, digestion, and metabolism pathway. In addition, sodium glucose linked transporter1 (SGLT1) was expressed relatively lower in the gut tissue of IUGR piglets compared to that of normal-sized piglets (Tang and Xiong, 2022), and GLUT4, the rate-limiting step of insulin-induced glucose uptake into the muscle (Krook et al., 2000), has been found to be decreased in IUGR piglets (Shen et al., 2018). In addition to the direct effects of nutrient scarcity, placental hypoxia may also result in metabolic reprogramming away from the citric acid cycle, and cellular responses to hypoxia were also represented in our gene pathway analysis as being upregulated in IUGR piglets.

Consistent with the growth and organ weight data, suppressed genes resulting from IUGR status included growth regulators, such as *IGF1*. Ferenc and colleagues also detected differences between IUGR and normal piglets at day 7 of age related to metabolism and found a reduction of hepatocyte numbers together with significant modifications of expression of key hormones and enzymes for protein and carbohydrate metabolism in IUGR neonates. They suggest that this might cause a predisposition to insulin resistance and obesity in adult life (Ferenc et al., 2018). In corroboration with this, the main downregulated gene pathways in IUGR piglets were related to growth. For example, the level of IGF-1 expression was downregulated compared to that in the normal piglets. In agreement, Chen and colleagues also found IGF-1 to be downregulated in the liver of IUGR piglets compared to that in normal-sized piglets (Chen et al., 2011). Tang and Xiong have recently shown that being born with IUGR affects the intestinal health of suckling piglets by altering the intestinal antioxidant capacity, glucose uptake, tight junction, and immune response (Tang and Xiong, 2022). In addition, mitochondrial dysfunction has been identified as a major factor linked to the evolution of early liver disorders and later metabolic abnormalities in IUGR individuals (Zhang et al., 2017; Rashid, Bansal, and Simmons, 2018). Nutritionally impaired growth, particularly of the liver, has long-term consequences on biosynthesis, metabolism, and host defense after birth (Cianfarani et al., 2012), and these factors, combined with high mortality among IUGR piglets, affect the whole production efficiency (Quiniou, Dagorn, and Gaudré, 2002).

Stromal cell-derived factor 2 like 1 (*Sdf2l1*) is important in liver metabolism, and in a study on mice, Sasako and colleagues found that in the liver, impaired induction of Sdf2l1 resulted in sustained endoplasmic reticulum (ER) stress, leading to insulin resistance and increased triglyceride contents, even with a normal-chow diet, indicating that dysregulation of ER stress by suppression of Sdf2l1 is a causal factor of metabolic disorders (Sasako et al., 2019).

The higher levels of alanine aminotransferase (ALT) in the blood of IUGR piglets compared to normal-sized piglets were also found by Gao et al. (2020), who also found higher levels of aspartate aminotransferase (AST) in IUGR piglets compared to normal-sized piglets at all the time points measured (days 1, 7, and 28). The authors also found that total protein content, which can be used as a biomarker of the inflammatory status in the liver, was found to be significantly lower in the IUGR piglets than in the normal-sized piglets (Gao et al., 2020). The levels of total protein found in the current study (IUGR 50.04 *versus* normal; 51.12; SEM 1.85, *p* = 0.677) were similar to the levels of total protein found in IUGR piglets in the study by Gao and colleagues, suggesting that the normal-sized piglets in the current study had lower levels than what others have reported. When looking at the size of the piglets, the piglets classified as normal-sized in the study by Gao and colleagues were 1.77 kg on day 1, compared to the normal-sized piglets in the current study, weighing 1.35 kg on day 0. A higher level of ALT and AST in IUGR piglets compared to normal-sized piglets has also been found at weaning (Niu et al., 2019). The higher level of blood urea nitrogen in IUGR piglets suggests a less efficient uptake, with more amino acids being deaminated and, therefore, excreted in the urine.

Exogenous energy supplementation did not increase the responsiveness at day 3 to an LPS challenge. Mounting an immune response is costly in terms of energy expenditure, particularly for energy and protein, because of the enhanced rate of protein turnover associated with the production of immune cells, antibodies, and acute-phase proteins (Pluske, Kim, and Black, 2018), increasing energy expenditure by 10%–15% of maintenance needs (Borel et al., 1998) and protein requirements (in particular lysine) by 7%–10% (Klasing, 2007). Differences between IUGR piglets and normal-sized piglets were observed, where the expression of LPS-induced IL-1β production was significantly higher in the normal-sized piglets compared to IUGR piglets. Interestingly, this was the same pattern we found in a previous study on IUGR pigs 24 days *postpartum* (Amdi et al., 2020), where the majority of both anti- and pro-inflammatory cytokines were similar for IUGR and normal-sized pigs, with a lower IL-1β in the IUGR group as the only exception. The observation of fewer eosinophils in IUGR piglets may also be due to the down-prioritizing of immune function compared to normal-sized piglets. Thus, the innate inflammatory responses mediated by granulocytes, monocytes, and macrophages, which may be important for resistance to infection, are partially dysregulated in IUGR piglets in the first days of life.

## Conclusion

In conclusion, IUGR piglets modulate energy metabolism and downregulate growth pathways (e.g., IGF-1) and mechanisms involved in structural development relative to normal-sized piglets. Giving an energy-rich supplement at day 0 did not alleviate the negative consequences of being born with IUGR.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226052.

How the deposited data were processed for this re-analysis (not part of the article)

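Liver RNA of 46 piglets, 11 normal-sized untreated, 12 normal-sized treated, 10 IUGR untreated and 13 IUGR treated, was sequenced by the authors. As deposited, the values are estimated counts per gene, made by the authors from clean paired-end reads of 100 bp mapped to Sscrofa11.1 with Bowtie2 v2.2.5. They are not normalized for depth or gene length, 85.9% of them are whole numbers, and the program that turned alignments into counts is not given in the sources used here. The paper names DESeq2 for its comparisons and the deposited notes give no version of it.

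Counts were rounded to whole numbers. Each column was assigned to the piglet whose number heads it, and the group of that piglet was taken from the sample labels. Whether the headings stand over the right columns is in doubt, as set out in the closing section, so groups are named as labelled. All 18440 genes of the table were matched to the reference annotation by gene identifier, 18240 of them with the same symbol, and 13 symbols are shared by more than 1 gene. No column without a sample was used.

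The total count per library was 15036591 to 19340218 (median 15902518), with 15720 to 16196 genes detected and 20.0 to 30.1% of the counts in the 10 most abundant genes. Of all 1035 pairs of libraries none was closer than a chi-square of 24.8 per gene, so no library was found under 2 headings. Each total holds counting error and not the variation between piglets.

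The test was edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr over the 4 groups with a minimum count of 10, robust dispersion and the quasi-likelihood F test, with 13780 genes tested and a Benjamini-Hochberg adjusted p under 0.05 as the threshold. All 46 piglets were in one fit with a mean for each group. The contrasts were IUGR against normal-sized piglets without the supplement, with it and as the mean of both, treated IUGR against untreated normal-sized piglets, treated against untreated piglets of each size, and the difference of the IUGR contrast with and without the supplement. The standard error of each log2 fold change was derived from the F statistic. On simulated counts of the same design, the fit for untreated piglets found 24 of 67 genes changed 1.5-fold (35.8%), 55 of 67 changed 2-fold (82.1%) and 65 of 66 changed 4-fold (98.5%), with 4 false calls. These counts were also drawn for each gene independently, without shifts shared across genes, and no gene of low mean CPM was changed. They check the code and do not give the power or the false calls in the real libraries. There, other groupings gave up to 751 genes for treated IUGR against untreated normal-sized piglets and up to 2607 for the supplement in IUGR piglets.

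Gene lists were written from general knowledge before the data were examined, since the gene sets of Figure 1D are not in the sources used here. They comprised 38 pathway lists and 13 lists of cell type markers with at least 4 tested genes, and were tested with camera (limma 3.58.1, preset correlation 0.01, and again with an estimated correlation). Lists of pancreatic acinar, adrenal cortex and Y-linked genes had 3, 2 and 1 tested genes and were left out of camera. The genes named are each gene the paper names or shows in Figure 1A, in each contrast the 10 higher and 10 lower genes with the smallest p among those past the threshold, and in each list the 4 members with the smallest p, by a rule set before the data were examined. The paper's own names and directions had been seen when that rule was set.

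Effects of IUGR in untreated and treated piglets were compared across genes beside 50 simulations with no effect and, where controls were shared, 100 splits of the controls. The simulations drew each gene independently, without shifts shared across genes. Correlations with PDK4 used 100000 permutations. Each count was set beside 100 groupings of the same piglets into groups of the same sizes, the labelled one included.

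The alternatives set before the data were examined were DESeq2 1.42.0 on the groups compared and on all 4 groups, DESeq2's size factors in edgeR, no filter on low counts, edgeR on the groups compared, limma voom with sample quality weights, expression of the Y-linked gene EIF1AY, pig number or surrogate variables (svaseq, sva 3.50.0) as covariates, leaving out each untreated library in turn, and for gene lists camera with an estimated correlation or surrogate variables, fgsea 1.28.0 and permuted labels. Leaving out the libraries of pigs 38, 39 and 46 was added after the data were seen. Between TMM and DESeq2's size factors the median log2 fold change of all genes moved by at most 0.015 in any contrast. Litter, sampling week and sex of the piglets are not in the labels. The qPCR, blood, organ and cytokine measurements have no deposited values and were left out.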

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

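The tests on the column headings, on the 25 genes of Figure 1A and on the 3 libraries that stand apart were chosen only after the results were seen, and the reading of the tests on depth, on the 25 genes without the 3 libraries and on the share of males was completed after their values were known.

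Among 37 groups of 10 libraries labelled IUGR untreated, each for 1 gene or 1 measure of the library, 7 held a library far from the others, where chance gives about 1 in 20. The gap to the nearest other library, as a share of the whole range, was 1 for CD207, with pig 10 the highest, 0.488 for TRIL, 0.470 for INHBC and 0.503 for IGF1, with pig 38 the highest, highest and lowest, and 0.518 for DYNC1I1, with pig 27 the highest. It was 0.897 for the median correlation with the other libraries and 0.841 for the first principal component, both set by pig 38.

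The difference of the IUGR contrast between treated and untreated piglets passed the camera test for 11 lists. The adjusted p was 0.0296 for the Krebs cycle, 0.000762 for glycolysis, 0.0110 for fatty acid synthesis, 2.26e-06 for oxidative phosphorylation, 4.00e-06 for the cell cycle and 3.03e-06 for cytochrome P450 genes, each with a positive difference. It was 0.0429 for collagens and extracellular matrix, 0.0402 for the glucocorticoid response, 0.00205 for cholangiocyte markers and 0.000922 for erythroid markers, each with a negative difference, and 0.0127 for T and NK cell markers, with a positive difference. With an estimated correlation the cholangiocyte markers passed (0.0384) and the others did not.

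Genes that the paper does not discuss passed the threshold in 4 comparisons. There were 6 for IUGR in untreated piglets, 54 for treated IUGR against untreated normal-sized piglets, 1 for IUGR in treated piglets and 4 for the supplement in IUGR piglets. Of 100 groupings of the same piglets, the labelled one included, 2 gave 6 or more genes for the first comparison (highest other 6). For the second, 2 gave 54 or more (highest other 751). Each share is under the 5% limit set beforehand for a comparison taken alone, with the labelled groups as given. No adjustment was made over the comparisons, so this does not exclude chance for either. A grouping with 751 genes points to a structure among the libraries that the labels do not name. Chance cannot be excluded for the third, where 32 gave at least 1 gene (highest other 13), or for the fourth, where 16 gave at least 4 (highest other 2607, again a structure among the libraries). Of the comparisons with 0 genes in edgeR, for which 100 of 100 groupings give as many, the highest other was 6 for the mean IUGR effect, 48 for the supplement in normal-sized piglets and 36 for the interaction, and the unadjusted counts and those of other tools are given with the results.

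Under the column headings, 15 of the 25 genes of Figure 1A ran in the figure's direction in untreated piglets. Against a cause in the test used, DESeq2 called 1 of the 25, and against the 3 libraries, 18 ran in that direction without them and 0 passed among the 199 that did. When the same headings were set over the columns in 3 other orders, all tried on this outcome, sorting them as text put 25 of 25 in the figure's direction, as 121 of 10000 random orders did, so direction alone does not separate misplaced headings from a chance match. Under that order DESeq2 called 25 of the 25, among 47 genes, while in 100 of those 121 random orders it called at most 6 of the 25, which argues against a chance match. Under that order both LRRC30 and HAMP passed in DESeq2 for the supplement in normal-sized piglets (2 genes in all). LRRC30 is one of the 25 genes on which the order was picked, and this contrast uses the same untreated normal-sized group, so LRRC30 is no independent test. HAMP is not one of the 25, and it passed in 1 of these 100 random orders, with both genes in 0. The deposited headings run group by group, sorted as text within each group. Under them DESeq2 called 1 of the 25 genes among 244, and neither LRRC30 nor HAMP among 339 for the supplement. These values argue against the deposited headings being those behind the paper's calls, and do not establish which order is right. The order sorted as text was found from the outcome and was used for no other result, and no biological explanation was tested.

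The libraries of pigs 38, 39 and 46 shifted alike across genes (r 0.875 to 0.909 between pairs). A lower depth is argued against by totals of at least 17583188, of which 2 lie above the range of the other 43, and tissue of pancreas, gut, adrenal gland or muscle by 0 of the 4 marker lists of these organs above the range of the other 43. Other organs were not tested, and among cell types of the liver the cholangiocyte list in pig 46 (3.71, highest other 3.64) and the dendritic list in pig 39 (2.02, highest other 1.95) lay above that range. The shift correlated with the genomic span of genes in each library (Spearman's rho across genes at most -0.300), so a bias with gene length may contribute. The span includes introns, and transcript length was not used. The same correlation was not computed for the other 43 libraries, so whether these values are unusual is not known. RNA quality was not tested, and the paper gives a lower limit of the RIN and no value per library. GC content was not tested, and a biological difference of these piglets, labelled IUGR, stays open, untested. If the headings are misplaced, these libraries may not be of IUGR piglets.

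With expression of the Y-linked gene EIF1AY as a covariate the 6 genes of untreated piglets became 2, the fall that was set beforehand as the sign of a different share of males. The covariate left the log2 fold changes as they were, -1.07 and -1.07 for CHAF1B (standard error 0.22 in both) and 1.88 and 1.87 for LOC100523792 (0.40 in both), and 4 genes at an adjusted p of 0.0496 moved to 0.0602. EIF1AY was present in 6 of 11 normal-sized and 5 of 10 IUGR libraries, so the criterion set beforehand was met by genes at the threshold and a different share of males is argued against. Other differences between the piglets, such as litter, stay open.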

How the results depend on the processing

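The setting without pigs 38, 39 and 46 was chosen only after the results were seen. No paired analysis was possible because the labels pair no piglets. Unless a cause is given, the cause was not tested.

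For IUGR in untreated piglets the 6 genes became 244 with DESeq2 on the groups compared, 161 with DESeq2 on all 4 groups, 158 with limma voom, 45 with pig number, 10 with surrogate variables, 199 without pigs 38, 39 and 46, and 2 with DESeq2's size factors, with no filter, with edgeR on the groups compared and with the Y-linked covariate. All 6 were among the calls with both DESeq2 fits, limma voom, pig number and without the 3 pigs, and 0 with surrogate variables. Leaving out each library in turn gave 1 to 114 genes. For treated IUGR against untreated normal-sized piglets the 54 genes became 147 with DESeq2 on all 4 groups, 235 with limma voom, 20 with pig number, 15 with surrogate variables and 0 with edgeR on the groups compared (1603 at an unadjusted p under 0.05, 52 in DESeq2 on these groups), and stayed within 45 to 65 in the other 5 settings. The genes called changed more than the count. Of the 54, 53 were still called with DESeq2's size factors, 51 with the Y-linked covariate and 41 with no filter. With DESeq2 on the groups compared 32 were, and without the 3 pigs 30. For IUGR in treated piglets the 1 gene became 7 and 10 with the DESeq2 fits, 20 with limma voom, and 0 with DESeq2's size factors, no filter, pig number and without the 3 pigs. The mean IUGR effect, at 0, became 247 with DESeq2, 55 with limma voom, 3 with the Y-linked covariate, 12 with pig number and 6 with surrogate variables.

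For the supplement in normal-sized piglets the 0 genes became 339 and 31 with the DESeq2 fits, 4 with edgeR on the groups compared, 783 with limma voom, 1 with surrogate variables and 105 without the 3 pigs, which are not in these groups but share the estimate of spread. In IUGR piglets the 4 genes became 23 with both DESeq2 fits, 120 with limma voom, 343 with surrogate variables, 9 without the 3 pigs, 2 with pig number and 0 with DESeq2's size factors and the Y-linked covariate. The interaction, at 0, became 8 with DESeq2, 3 with limma voom, and 1 with no filter, with surrogate variables and without the 3 pigs. Of the 8 surrogate variables, 1 had a correlation of 0.999 with the first principal component.

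Of the pathway lists, the 9 for untreated piglets became 1 with an estimated correlation and 5 with surrogate variables, and were 11 with fgsea and 9 without the 3 pigs. The 9 for treated IUGR against untreated normal-sized piglets became 0 and 4, and were 13 and 7. The 3 for treated piglets became 0 and 5, and 6 with fgsea and 6 without the 3 pigs. Against permuted labels 0 passed in each, but 100 groupings allow no p under 0.01, too coarse for 38 lists, so this 0 shows no loss. For the supplement in IUGR piglets the 7 pathway lists became 10 and the 3 cell type lists 1 without the 3 pigs. With an estimated correlation the pathway lists became 2, each higher, and the cell type lists 0. For IUGR in untreated piglets the 2 cell type lists became 1 with an estimated correlation and stayed 2 without the 3 pigs. The correlation across genes of the IUGR effect in untreated and treated piglets was 0.398 for differences in mean log2 CPM (0.340 for log2 fold changes of the fit) and 0.0349 for differences in mean log2 CPM without the 3 pigs, where 1 untreated and 2 treated IUGR libraries that shift alike are left out.

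The log2 fold changes of named genes, 59 with some genes in more than 1 comparison, gave 1257 values under 31 settings. Of these, 1094 kept their direction and side of the threshold, 136 no longer passed, 1 now passed and 26 reversed, all for genes that did not pass. Many of the 1257 values are of genes that did not pass in the main fit and so had no call to lose. Set against all 1257, the 136 therefore understate how often a call was lost. With limma voom the log2 fold change reversed to -0.037 for SLC15A1, -0.22 for DERL3, -0.021 for ASMTL and -0.089 for LRG1. With pig number it was -0.044 for DERL3 and -0.064 for ASMTL, with surrogate variables -0.024 for DERL3, -0.0038 for ASMTL and -0.20 for CXCL12, and without the 3 pigs -0.14, -0.038 and -0.00020 for the same genes. Leaving out each untreated library in turn gave -0.12 to 0.43 for SLC15A1, -0.095 to 0.54 for PPM1K, -0.53 to 0.034 for DIRAS2, -0.043 to 0.69 for AGTR2, -9.40 to 4.78 for CD207, -0.27 to 0.20 for RTN4RL1, -0.13 to 0.19 for DERL3, -0.032 to 0.088 for ASMTL and -0.0083 to 0.14 for CXCL12. For CD207 this follows from the 1 library of each untreated group that holds its counts. Depth limits genes of few counts, such as CEL at 0 to 1.9 CPM.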

Differences from the paper's values

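The setting of headings in another order, given at the end, was chosen only after the results were seen.

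The paper reports 43 genes for IUGR, 12 higher and 31 lower. Here 6 passed in untreated piglets at the paper's adjusted threshold, 1 higher and 5 lower. The paper does not state which piglets were compared. The untreated groups were inferred from the number of columns per group in Figure 1A. Of the alternatives set before the data were examined, for untreated piglets pig number as a covariate gave counts within 1.5 times the paper's, with 45, 11 and 34, and 0 of the 25 genes of Figure 1A were among them. The others did not, with 244 (88 higher, 156 lower) and 161 (47 and 114) for DESeq2 on the groups compared and on all 4 groups, 158 (38 and 120) for limma voom, 10 (7 and 3) for surrogate variables, and 2 (0 and 2) for DESeq2's size factors, no filter, edgeR on the groups compared and the Y-linked covariate. Leaving out single libraries gave 44, 33 and 29 without pigs 52, 14 and 10, also with 0 of the 25 genes. For the mean of the untreated and treated contrasts, 0 genes passed in edgeR, 247 in DESeq2 and 55 in limma voom.

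For the supplement in normal-sized piglets the paper reports 2 genes and here 0 passed in edgeR, with 1176 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. They gave 339 and 31 with DESeq2, 4 with edgeR on the groups compared, 783 with limma voom, 1 with surrogate variables and 0 with the other 4. LRRC30 and HAMP were called by none of them, and HAMP was not tested with edgeR on the groups compared.

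The paper shows 10 genes higher and 15 lower in Figure 1A. Here 15 of the 25 ran in its direction in untreated piglets and none passed in edgeR, with 6 at an unadjusted p under 0.05, and DESeq2 on the groups compared called MBL2. PLA2G12A and DIRAS2, higher in the figure, had log2 fold changes of -0.12 and -0.26. MLEC, DERL3, ASMTL, LRRC30, CXCL12, TRIL, LRG1 and ENHO, lower in the figure, had 0.10, 0.07, 0.03, 1.02, 0.06, 0.62, 0.17 and 0.62. PDK4, CEL and SDF2L1 ran in the paper's direction with 0.33, 1.22 and -0.12, and IGF1 with -0.68 and no pass, as the paper states for sequencing. By qPCR the paper reports significant regulation of each of these genes, and the qPCR values were not available here. Figure 1A shows high CD207 in about 4 normal-sized and about 0 IUGR piglets, read by eye, where here 1 of 11 and 1 of 10 libraries held its counts.

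The paper describes higher digestion, fatty acid oxidation, Krebs cycle and glucose pathways in untreated IUGR piglets. The lists used here, which are not the paper's gene sets, did not pass, with medians of 0.17, -0.04, -0.08 and 0.03. The paper describes lower growth and matrix pathways, WNT signalling and proteoglycan synthesis among them. Here cell cycle genes were lower (median -0.48), while the collagen and matrix list and WNT genes ranked higher (medians 0.21 and 0.13) and proteoglycan synthesis did not pass (median 0.10). With an estimated correlation these calls were lost (adjusted p = 0.435 for the cell cycle, 0.488 for matrix and 0.435 for WNT genes). The paper describes the IUGR effect as largely similar with and without the supplement, from both IUGR groups against untreated controls. Here the differences in mean log2 CPM of these contrasts had a correlation of 0.713 across genes and a covariance of 0.0822, and without pigs 38, 39 and 46 one of 0.533 and 0.0436. Simulations with no effect over shared controls, made with all 46 libraries only and with each gene drawn independently, gave 0.508 and 0.0328. Against treated normal-sized controls, which is not the paper's comparison and shares no library, the correlation of differences in mean log2 CPM was 0.398, and 0.0349 without pigs 38, 39 and 46.

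With the same headings sorted as text over the columns, DESeq2 on the groups compared gave 47 genes (13 higher, 34 lower) in untreated piglets, among them 25 of the 25 of Figure 1A, each in its direction, and 2 genes for the supplement in normal-sized piglets, LRRC30 and HAMP, and CD207 was high in 4 normal-sized and 0 IUGR libraries. This order was chosen after seeing the values, among 3 tried besides the deposited one, and drops 0 of the genes the paper names as called in that figure. With edgeR it gave 1 gene for IUGR. The other orders put 20 and 20 of the 25 in the figure's direction and called none of them with DESeq2. Of 10000 random orders 121 put 25 of 25 in the figure's direction.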

Other observations

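All tests in this part were chosen only after the results were seen, apart from the gene lists, the comparison of groups and the expectations on CEL and on the matrix lists, which were set before the data were examined.

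CDC6 and PCNA, both of the cell cycle list, were highest in libraries labelled normal untreated, at 17.9 and 54.4 CPM, against 8.62 and 32.6 in normal treated, 8.1 and 28.2 in IUGR untreated and 8.75 and 29.2 in IUGR treated libraries. The cell cycle list ranked lower in each of the other groups than in this one with a preset correlation, and with an estimated correlation none of these calls held (adjusted p = 0.505 for normal treated, 0.435 for IUGR untreated and 0.55 for IUGR treated piglets). It did not pass between treated IUGR and treated normal-sized piglets (median log2 fold change -0.08, adjusted p = 0.151). The 3 contrasts against untreated normal-sized piglets share these 11 libraries. Of these, pigs 3, 20, 30, 34 and 48 lay at 25.5 to 36.1 on the second principal component and the others at -17.8 to 10.7. Whether they account for the higher cell cycle values was not tested.

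The expectations set before the data were examined had CEL higher with other pancreatic genes if pancreatic tissue was present, and matrix lists lower with stromal markers. CEL had a log2 fold change of 1.22 that did not pass, and the other 3 tested pancreatic genes had a median of 0.21. The matrix, PDGF and WNT lists ranked higher with a preset correlation and not with an estimated one (adjusted p = 0.488, 0.435 and 0.435), and 13 stromal markers outside them had a median of 0.06.

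In pig 46, HSPA6 was 10.0 and DNAJA4 6.84 higher on the log2 scale than the mean of the other 43 libraries, and both genes are among the 15 called higher in treated IUGR piglets against untreated normal-sized ones. UBE2D3 and RAB1A were lower in pigs 38, 39 and 46, with a mean log2 difference of -4.95 and -4.77. The interferon list had a median of -2.13, -2.29 and -0.94 in these 3 libraries and the immediate early list one of 0.54, 0.36 and 3.39.

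EIF1AY was present in 7 of 12 normal treated and 9 of 13 IUGR treated libraries.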
